# Brain lipidomics and neurodevelopmental outcomes in intrauterine growth restricted piglets fed dairy or vegetable fat diets

**DOI:** 10.1038/s41598-022-07133-3

**Published:** 2022-02-28

**Authors:** Nicole L. Henriksen, Karina S. Asmussen, Xiaoyu Pan, Ping-Ping Jiang, Yuki Mori, Line I. Christiansen, Richard R. Sprenger, Christer S. Ejsing, Stanislava Pankratova, Thomas Thymann

**Keywords:** Developmental biology, Molecular biology, Neuroscience

## Abstract

Breast milk has neurodevelopmental advantages compared to infant formula, especially in low-birth-weight infants, which may in part relate to the fat source. This study compared neurodevelopmental outcomes in three-day-old normal birth weight (NBW) and intrauterine growth restricted (IUGR) piglets fed a formula diet with either vegetable oil (VEG) or bovine milk fat sources (MILK) for three weeks in a 2 × 2 factorial design. Behavioural tests, lipidomics, MRI and RNA sequencing analyses of plasma and brain tissue were conducted. The absolute levels of 82% and 11% of lipid molecules were different between dietary groups in plasma and hippocampus, respectively. Of the lipid molecules with differential abundance in the hippocampus, the majority were upregulated in MILK versus VEG, and they mainly belonged to the group of glycerophospholipids. Lower absolute brain weights, absolute grey and white matter volumes and behaviour and motor function scores, and higher relative total brain weights were present in IUGR compared to NBW with minor influence of diet. Cognitive function and cerebellar gene expression profiles were similar for dietary and weight groups, and overall only minor interactive effects between diet and birth weight were observed. Overall, we show that the dietary fat source influences the plasma and to a lesser degree the hippocampal lipidome and is unable to improve on IUGR-induced brain structural and functional impairments.

## Introduction

Breast milk is the preferred nutrition for infants^1^. However, when unavailable, infant formula constitutes an important source of nutrition^1^. The fat fraction of human breast milk is crucial in providing energy and nutrients to the developing infant brain^2^. Bovine milk fat used to be a common fat source in infant formula, however, today bovine milk fat has partially or completely been substituted with vegetable oils^3^. Vegetable oils contain higher levels of polyunsaturated fatty acids, but are generally less diverse in their lipid profile than human and bovine milk as most contain little to no cholesterol, sphingomyelin or short- and odd-chain fatty acids^4^. Contrary to vegetable oils, fat globules in human and bovine milk are emulsified by milk fat globule membranes, which are made up of a variety of bioactive lipids and proteins organised as a trilayer^5^. Additionally, structural differences in the arrangement of fatty acyl chains at the sn-positions of the triacylglycerol (TAG) molecules exist between fat sources, which may affect digestion and absorption^4,6^.

Beneficial effects of infant formula containing dairy lipids on the gut and brain have previously been reported. For example, emulsification of TAG globules with fractions enriched in bovine milk polar lipids improved in vitro TAG hydrolysis and in vivo absorption in neonatal piglets relative to soy lecithin^7,8^. Dairy fat blends enriched in α-linolenic acid have also been reported to increase brain docosahexaenoic acid accretion in juvenile rats compared to vegetable blends^9^. Finally, in clinical studies, supplementation of infant formula with bovine milk fat globule membranes has shown positive effects on language, cognitive and motor scores in term-born infants during the first year of life^10,11^. These effects may be even more prominent in intrauterine growth restricted (IUGR) infants, in which placental insufficiency of varying origin and compromised intestinal development have the potential to decrease nutrient uptake^12,13^. Indeed, IUGR infants have an increased risk of neurodevelopmental impairments during childhood^14^. In pigs, IUGR occurs spontaneously and has been suggested to be a good translational model of neurodevelopment in IUGR infants, as they show similar structural and functional changes to the brain such as compromised white matter development and learning deficits^15,16^.

Beyond the comparison of breastfeeding and infant formula^17^, the role of dietary fat source in neurodevelopment is not well studied. Here, we investigated whether changes in plasma lipids related to feeding diets with either vegetable or bovine fat prompted parallel changes to the hippocampal lipidome and whether this was beneficial for neurodevelopmental outcomes, especially in IUGR piglets.

## Materials and methods

### Study protocol

A total of 36 term-born piglets (Danish landrace × Yorkshire × Duroc) of both sexes and from six litters were selected from a commercial farm on the day of birth based on the following criteria: 18 normal birth weight (NBW, average: 1394 g) and 18 IUGR (< 1000 g, altered head morphology^18^). At 3 days of age (study day 1), piglets were transferred to an animal facility where they were stratified by sex and birth weight and randomized to receive a formula diet with either a vegetable oil (VEG) or bovine milk fat source (MILK) in a 2 × 2 factorial study design (n = 9 in each group). Behavioural tests (open field test, behavioural and motor function score, in-cage cognition test) were conducted between day 7–20. On either study day 21 or 22 (randomized), piglets were sedated with a combination of tiletamine-zolazepam (Zoletil 50 Vet, Virbac, Carros, France), xylazine (Xysol Vet, ScanVet, Fredensborg, Denmark), ketamine (Ketaminol Vet, MSD Animal Health, Copenhagen, Denmark) and butorphanol (Morphasol Vet, Orion Pharma, Espoo, Finland) and subsequently euthanized by intra-cardiac injection of pentobarbital (Euthanimal, 400 mg/ml, Scanvet). At necropsy, brain regional weights were recorded, and the right brain hemisphere, plasma, hippocampus and cerebellum samples were obtained for RNA sequencing (RNA-seq), lipidomics and magnetic resonance imaging (MRI) analysis. Animal experimental work was approved by the Danish Animal Experiments Inspectorate (license no.: 2014-15-0201-00418) and performed in accordance with Directive 2010/63/EU of the European Parliament and ARRIVE guidelines.

### Nutrition, housing and health

Piglets were fed formula diets which were designed to meet the nutritional requirements of piglets (Table 1). All piglets received controlled and equal amounts of formula every 3 h ranging from 160 to 280 ml/kg/day. Piglets were randomly assigned to and housed individually in cages equipped with a soft mat, an infrared heat source and cloth and ball for environmental enrichment. Body weight was recorded and clinical and feces scores were assigned daily^19^. On day 2, all piglets were treated prophylactically against coccidiosis with toltrazuril (Baycoxine Vet, 50 mg/ml, 0.4 ml/kg, Bayer Animal Health GmbH, Leverkusen, Germany). Piglets that developed diarrhea were additionally treated with gentamicin (Gentocin, Vet, 4.35 mg/ml, 5 mg/piglet, ScanVet) and in ongoing cases, zinc oxide (Urtegaarden, Allingåbro, Denmark) and electrolytes (Revolyt, Gunnar Kjems, Copenhagen, Denmark). Three piglets were lame at arrival and were treated with meloxicam (Metacam, 5 mg/ml, 0.08 ml/kg, Boehringer Ingelheim, Ingelheim am Rhein, Germany) and enrofloxacin (Baytril Vet, 50 mg/ml, 2.5 mg/kg, Bayer Animal Health GmbH) for 1–3 days.

**Table 1:** Composition of the vegetable oil (VEG) and bovine milk fat (MILK) based diets.

Constituents	Product	Unit	VEG	MILK
Whey protein	WPI/WPC 90^a^	g/L	30	30
Casein	Miprodan 40^a^	g/L	30	30
Lactose, minerals	Variolac 855^a^	g/L	70	70
Vitamins, minerals	Phlexy-Vits^b^	g/L	5	5
Fresh bovine cream	Cream 38%^c^	g/L	0	119
Vegetable oils (long-chained triacylglycerides)	Liquigen^b^	g/L	40	0
Vegetable oils (medium-chained triacylglycerides)	Calogen^b^	g/L	50	0
Energy		kJ/L	3614	3731
Protein		g/L	55	58
Carbohydrate		g/L	60	62
Fat		g/L	45	46
Saturated fat		g/L	26	30
Monounsaturated fat		g/L	12	12
Polyunsaturated fat		g/L	6	1

^a^Arla Food Ingredients, Viby J, Denmark.

^b^Nutricia, Amsterdam, The Netherlands.

^c^Arla Foods amba, Viby J, Denmark.

### Behaviour, cognition and motor function

On day 7, 13 and 20, an open field test evaluating exploration and locomotor activity was conducted. Piglets were placed in a 2 × 2 m arena and recorded for 4 min. The Ethovision software (Version 10, Noldus, Wageningen, The Netherlands) was used to generate measurements of velocity, distance travelled, and time spent in central, peripheral and corner zones of the arena, and the number of rearings were recorded. Zones of the open field arena are shown in Supplementary Fig. S1. On day 7, piglets were assigned a behavioural and motor score during the open field session by two independent observers. The motor score consisted of the following parameters that were scored on a scale of 1–3 every 30 s for 1.5 min and tallied to provide a total score of maximum 36 for each piglet: activity (1: resting, 2: intermediate, 3: active), gait (1: stiff, 2: intermediate, 3: free), posture (1: hunched, 2: intermediate, 3: upright), head position (1: tilted, 2: turned, 3: neutral). The behavioural score was conducted in the same way evaluating exploration (1: resting, 2: intermediate, 3: active) and anxiety (1: fearful, 2: nervous, 3: calm) with a maximum score of 18. Thus, lower motor and behavioural scores indicated more compromised motor function and anxious piglets, respectively. Day 7 tests were postponed to day 9 in five piglets (equally distributed between groups) due to severe diarrhea, and these were included with the other day 7 data. Observers were blinded to dietary groups but due to obvious differences in size it was not possible to be blinded to weight groups.

An in-cage cognition test (NorthTech Aps, Copenhagen, Denmark) was conducted 1–4 times a day from day 9 to 20. During each 1-h test period, one of two light cues situated on the inside of each cage door was turned on, and piglets had to approximate the light cue to gain a 1 ml apple juice reward. If piglets approximated the wrong light cue, a 60 s penalty would be elicited where lights would be turned off. This task was repeated 10 times during each test period with the position of the light cue alternating randomly. The percentage of correct responses per day were registered. Piglets that answered ≤ 20% in every trial throughout the study were excluded.

### Lipidomics

Frozen hippocampal tissue samples (average: 330 mg) were homogenized in 750 µl 80 °C 155 mM ammonium formate buffer using an ULTRA-TURRAX (IKA, Staufen, Germany), followed by total protein determination using the Pierce BCA Protein Assay Kit (Thermo Fisher Scientific, Waltham, Massachusetts, USA). For lipidomics analysis, the equivalent of 10 µg total protein was used for hippocampus samples and 7 µl for plasma samples. In both cases, the samples were spiked with internal lipid standards, followed by a two-step lipid extraction as previously described^20,21^. Lipid extracts were analyzed by high-resolution MS^ALL^ lipidomics using an Orbitrap Fusion Tribrid (Thermo Fisher Scientific) equipped with a robotic TriVersa NanoMate ion source (Advion Biosciences, Ithaca, New York, USA), as described previously^21,22^. Briefly, as described by Sprenger et al.^21^, apolar 10:1 lipid extracts were loaded in 96-well plates and mixed with 13.3 mM ammonium formate in 2-propanol for positive ion mode analysis or with 1.33 mM ammonium formate in 2-propanol for negative ion mode analysis. Polar 2:1 lipid extracts were mixed with 0.01% methylamine in methanol and analyzed in negative ion mode. Samples were infused using a back pressure of 1.25 psi and ionization voltage of ± 0.95 kV. FTMS data were recorded using a maximal injection time of 0.1 s, automated gain control at 100000, 3 microscans and a target resolution of 500.000. FTMS2 data were acquired using a maximal injection time of 0.1 s, automated gain control at 50000, 3 microscans and target resolution of 30.000, and all FTMS data were recorded at an ion transfer tube temperature of 275 °C^21^. Lipid identification was performed using the ALEX^123^ software suite^23,24^, and quantification of lipid molecules as well as in silico total fatty acyl analysis were done by data processing pipelines in SAS 9.4 (SAS Institute Inc., Cary, North Carolina, USA)^25^. Lipid class abbreviations are shown in the Fig. 2 legend.

### MRI

The right brain hemisphere from seven randomly selected piglets from each group was fixed in 4% paraformaldehyde. In preparation for post-mortem imaging, brains were placed in an imaging tube filled with Fomblin (perfluoro-polyether; Solvay, Princeton, New Jersey, USA) to reduce susceptibility artefacts and avoid dehydration. All data were acquired from a 9.4 Tesla preclinical scanner (Bruker BioSpin, Ettlingen, Germany) equipped with a 240 mT/m gradient coil (BGA-12S, Bruker). Images were acquired using an 86-mm inner diameter transmit-receive volume coil. The imaging protocol consisted of a 3D gradient-spoiled steady-state free precession (3D-FISP) sequence to discriminate the contrast between white matter and grey matter, and imaging parameters were: repetition time = 4.6 ms, echo time = 2.3 ms, number of signals averaged = 10, flip angle = 25°, field of view = 60 mm × 38.4 mm × 25.6 mm, matrix = 300 × 192 × 128, image resolution = 200 µm isotropic, acquisition time = 20 min. The image bias field was removed using Advanced Normalization Tools (ANTs N4 bias correction)^26^. The total brain volume of each sample was automatically segmented by using region growing with ITK-snap (version 3.8.0, www.itksnap.org)^27^. Moreover, pixel intensity factorized semi-automatic thresholding was conducted to segment the white matter structure. The volume of the whole brain, white matter and grey matter were measured, and the volume of white and grey matter were normalized to the total volume of the brain hemisphere (Fig. 4A).

### RNA-seq

Snap-frozen cerebellum tissue was crushed, homogenized in QIAzol lysis reagent (Qiagen, Hilden, Germany), and total RNA was extracted using the RNeasy Li pid Tissue Mini Kit (Qiagen). Bioanal yzer 2100 (Agilent, Santa Clara, California, USA) derived RNA integrity numbers ranged from 6.50 to 8.80 with the exception of three samples (1 VEG-IUGR, 1 VEG-NBW, 1 MILK-NBW) that were excluded due to values below 5.00. Sequencing libraries were constructed by Novogene Europe (Cambridge, UK), sequenced using the Illumina NovaSeq platform (Illumina, San Diego, California, USA), and subsequent data pre-processing and analysis were conducted as previously described^28^.

### Statistics

Statistics were conducted in R version 4.0.3 (R Foundation for Statistical Computing, Vienna, Austria). Continuous data were analysed by a linear mixed model with sex as a fixed effect, litter as a random effect and an interaction between diet and weight. For longitudinal data, the model additionally included piglet as a random effect and a diet × weight × day interaction. Count data were analysed by a negative binomial generalized linear model using DESeq2. Unsupervised principal component analysis using the pcaMethods package was applied to autoscaled molecular lipid species data. Normality and homoscedasticity assumptions were checked using quantile–quantile and residual vs. fitted plots and data were transformed when required. A logarithmic transformation was used for lipidomics data to approximate a normal distribution. Data that were not normally distributed were analysed by a non-parametric Mann–Whitney test. A Benjamini–Hochberg multiple testing correction was used for RNA-seq and class, molecular species and in silico lipidomics data. Probability values below 0.05 were considered statistically significant. If no interactions were present, data were pooled and presented as main effects of either diet or birth weight (mean ± standard deviation).

## Results

### Clinical outcomes

Growth data from these piglets has previously been published^29^ and showed that bodyweight was lower in IUGR compared to NBW piglets throughout the study, whereas there were no differences between dietary groups, and neither diet nor birth weight affected growth rates^29^. All piglets were scored as clinically healthy (score 1–2) throughout the study, and the diarrhea incidence was similar between groups (VEG: 78%, MILK: 78%; NBW: 72%, IUGR: 83%).

### Behaviour, cognition and motor function

NBW piglets received higher behavioural and motor scores (Fig. 1A,B) and spent more time in zone 3 of the open field arena compared to IUGR piglets on day 7 (Table 2). There were no effects of diet or birth weight, nor any interactions between them for any of the remaining open field parameters (Table 2). In the in-cage cognition test, eight piglets (2 VEG-NBW, 2 VEG-IUGR, 1 MILK-NBW, 3 MILK-IUGR) were excluded based on predetermined criteria outlined in the method section. The percentage of correct responses in this test was similar across groups (Fig. 1C). There were no effects of sex in any of the tests.

**Figure 1:**
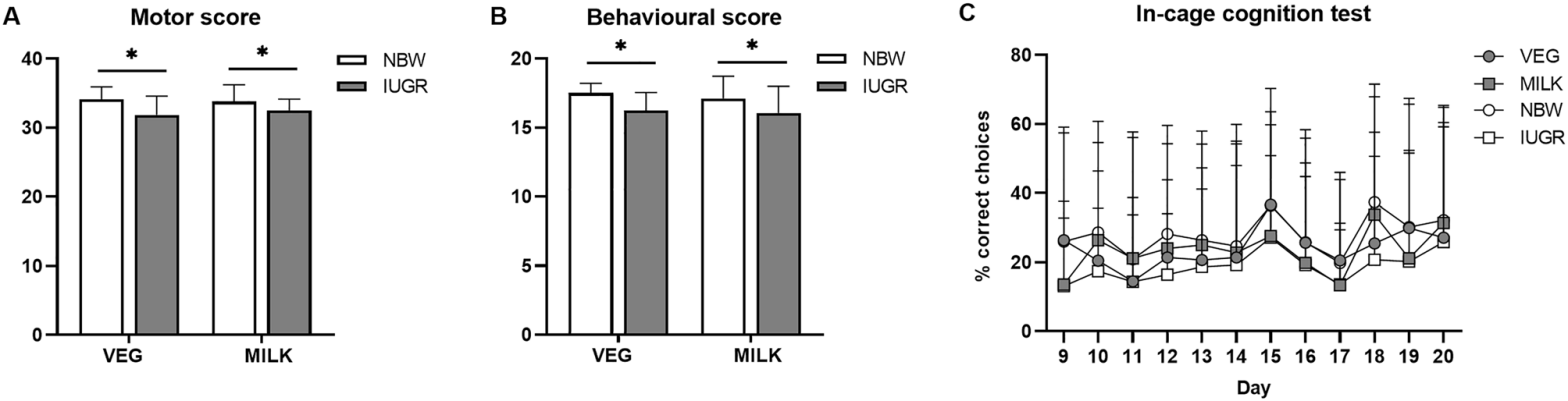
Behavioural, cognitive and motor function tests. (**A**) Motor score day 7, (**B**) behavioural score day 7 and (**C**) in-cage cognition test—percentage correct choices on day 9–20. In (**A**) and (**B**), n = 9. In (**C**), data are pooled and presented as main effects of diet and birth weight (n = 18). Data are shown as mean ± SD. All data were analysed using a linear mixed model. Statistically significant differences between groups are shown as *p < 0.05. All figures were created with GraphPad Prism (version 9.3.0, GraphPad Software, San Diego, California, USA). *VEG* vegetable oil, *MILK* bovine milk fat, *NBW* normal birth weight, *IUGR* intrauterine growth restricted.

**Table 2:** Open field parameters on day 7, 13 and 20. Data are pooled and presented as main effects of diet and birth weight (n = 18). Data are shown as mean ± SD. All data were analysed using a linear mixed model and p < 0.05 is considered statistically significant. *VEG* vegetable oil, *MILK* bovine milk fat, *NBW* normal birth weight, *IUGR* intrauterine growth restricted.

Parameter^a^		Day 7				Day 13				Day 20				p value^b^	
		VEG	MILK	NORM	IUGR	VEG	MILK	NORM	IUGR	VEG	MILK	NORM	IUGR	p_DIET_	p_WEIGHT_
Distance	m	27.1 ± 11.0	26.5 ± 11.0	29.5 ± 10.8	24.1 ± 10.6	37.0 ± 13.3	35.3 ± 13.1	40.0 ± 15.0	32.3 ± 9.65	36.2 ± 9.67	36.7 ± 17.3	38.9 ± 16.1	34.0 ± 10.9	0.8	0.09
Velocity	cm/s	11.3 ± 4.59	11.1 ± 4.60	12.3 ± 4.49	10.1 ± 4.40	15.4 ± 5.56	14.7 ± 5.44	16.7 ± 6.24	13.4 ± 4.02	15.1 ± 4.02	15.3 ± 7.20	16.2 ± 6.73	14.2 ± 4.54	0.8	0.09
Zone 1	s	14.0 ± 18.2	7.41 ± 9.26	9.51 ± 10.5	11.9 ± 18.1	14.4 ± 15.7	10.9 ± 10.5	15.2 ± 14.4	10.1 ± 12.0	9.42 ± 11.0	11.9 ± 8.28	7.16 ± 4.88	14.1 ± 12.0	0.7	0.9
Zone 2	s	41.1 ± 37.2	38.5 ± 24.1	47.6 ± 22.0	31.9 ± 36.8	42.2 ± 21.7	35.8 ± 22.9	44.8 ± 24.4	33.3 ± 18.8	32.2 ± 25.3	25.7 ± 24.6	33.6 ± 26.6	24.3 ± 22.8	0.5	0.06
Zone 3	s	8.93 ± 11.8	10.0 ± 11.4	14.1 ± 13.5	4.84 ± 6.53	13.9 ± 16.0	16.8 ± 15.7	15.7 ± 15.7	15.0 ± 16.2	7.24 ± 8.03	6.48 ± 7.67	5.84 ± 6.78	7.88 ± 8.69	0.3	#
Zone 4	s	6.18 ± 11.6	6.82 ± 9.38	6.82 ± 9.87	6.18 ± 11.2	9.60 ± 12.7	6.95 ± 8.84	6.97 ± 8.14	9.57 ± 13.2	4.97 ± 5.79	9.14 ± 15.1	3.38 ± 4.54	10.7 ± 14.9	0.8	0.5
Center	s	72.8 ± 49.8	69.5 ± 39.2	59.7 ± 39.2	82.7 ± 47.0	54.1 ± 26.6	68.8 ± 47.7	60.1 ± 44.1	62.7 ± 33.9	80.5 ± 34.5	88.9 ± 49.3	89.4 ± 47.5	80.1 ± 36.9	0.6	0.7
Periphery	s	167 ± 49.8	171 ± 39.2	180 ± 39.1	157 ± 47.0	186 ± 26.6	171 ± 47.6	180 ± 44.0	177 ± 33.9	160 ± 34.5	151 ± 49.3	151 ± 47.5	160 ± 36.9	0.2	0.8
Rearings		0.56 ± 1.46	1.11 ± 2.56	0.94 ± 2.26	0.72 ± 1.93	3.28 ± 3.55	3.00 ± 3.58	3.06 ± 2.75	3.22 ± 4.22	1.11 ± 1.41	0.78 ± 1.93	1.00 ± 1.85	0.89 ± 1.53	0.5	0.9

^#^A weight × day interaction for time spent in zone 3 of the arena is present (day 7: p < 0.01, day 13: p = 0.8, day 20: p = 0.6).

^a^Supplementary Fig. S1 defines each zone of the open field arena.

^b^The overall p value indicating differences between either dietary or weight groups over time.

### Brain regional weights and cerebral water fraction

Main effects of birth weight were present for absolute and relative brain weights with absolute total, cerebellum, cerebrum, brain stem and hippocampus weights being higher (all p < 0.05) and relative total weight (p < 0.001) being lower in the NBW compared to IUGR group (Table 3). There were also main effects of diet in that the MILK group had higher relative cerebellum and brain stem weights and lower relative cerebrum weights than the VEG group (all p < 0.05) (Table 3). The cerebral water fraction was similar across groups (Table 3). There were no interactions between diet and birth weight.

**Table 3:** Absolute and relative regional brain weights. Data are pooled and presented as main effects of diet and birth weight (n = 18). Data are shown as mean ± SD. All data were analysed using a linear mixed model except water percentage which was analysed by a Mann–Whitney test. p < 0.05 is considered statistically significant. *VEG* vegetable oil, *MILK* bovine milk fat, *NBW* normal birth weight, *IUGR* intrauterine growth restricted.

	Diet		Birth weight		p value	
	VEG	MILK	NBW	IUGR	p_DIET_	p_WEIGHT_
**Absolute brain weights (g)**						
Total brain	46.9 ± 3.33	46.1 ± 3.43	48.7 ± 2.57	44.3 ± 2.50	0.3	< 0.001
Cerebellum	5.03 ± 0.36	5.11 ± 0.42	5.27 ± 0.33	4.87 ± 0.33	0.7	< 0.01
Cerebrum	36.4 ± 2.69	35.6 ± 2.84	37.9 ± 2.17	34.2 ± 1.91	0.3	< 0.001
Brain stem	4.70 ± 0.40	4.85 ± 0.46	4.94 ± 0.32	4.62 ± 0.48	0.3	< 0.05
Left hippocampus	0.77 ± 0.10	0.74 ± 0.09	0.80 ± 0.08	0.71 ± 0.08	0.3	< 0.01
Caudate nucleus	0.39 ± 0.07	0.41 ± 0.05	0.42 ± 0.06	0.39 ± 0.06	0.4	0.1
Water percentage (%)^a^	0.818 ± 0.004	0.818 ± 0.004^b^	0.819 ± 0.003	0.817 ± 0.005^b^	0.8	0.2
**Relative brain weights (%)**^c^						
Total brain	1.42 ± 0.40	1.33 ± 0.39	1.21 ± 0.18	1.63 ± 0.38	0.7	< 0.001
Cerebellum	10.7 ± 0.49	11.1 ± 0.33	10.8 ± 0.47	11.02 ± 0.41	< 0.05	0.06
Cerebrum	77.7 ± 0.86	76.9 ± 0.90	77.6 ± 1.00	77.0 ± 0.85	< 0.05	0.05
Brain stem	10.0 ± 0.47	10.5 ± 0.70	10.1 ± 0.50	10.4 ± 0.74	< 0.05	0.2
Left hippocampus	1.64 ± 0.17	1.61 ± 0.13	1.65 ± 0.15	1.60 ± 0.16	0.6	0.2
Caudate nucleus	0.84 ± 0.14	0.90 ± 0.13	0.86 ± 0.13	0.88 ± 0.14	0.2	0.8

^a^Water percentage = left cerebral hemisphere weight before and after dehydration for 2 weeks at 50 °C.

^b^One piglet was removed due to a measurement error (n = 17).

^c^Regional brain weights as a percentage of total brain weight or total brain weight as a percentage of body weight.

### Lipidomics

A total of 863 molecular lipid species were identified in plasma and 897 in the hippocampus encompassing 23 and 30 lipid classes, respectively. The total concentration of lipids in plasma was higher in the MILK compared to VEG group, whereas it was similar between dietary groups in the hippocampus (Fig. 2A,B). Figure 2C,D depict the diet-induced changes in plasma and hippocampal lipid classes. In plasma, the MILK diet increased the molar concentrations of Cer by 86%, DAG by 93%, HexCer by 84%, LPI by 51%, LPS by 134%, PG by 101%, cholesterol by 24% and TAG by 73% and decreased the concentration of LPC O-by 25% compared to the VEG diet (all p < 0.01). MLCL, which was 62% higher in the MILK compared to VEG group, was the only change in the hippocampus (p < 0.05).

**Figure 2:**
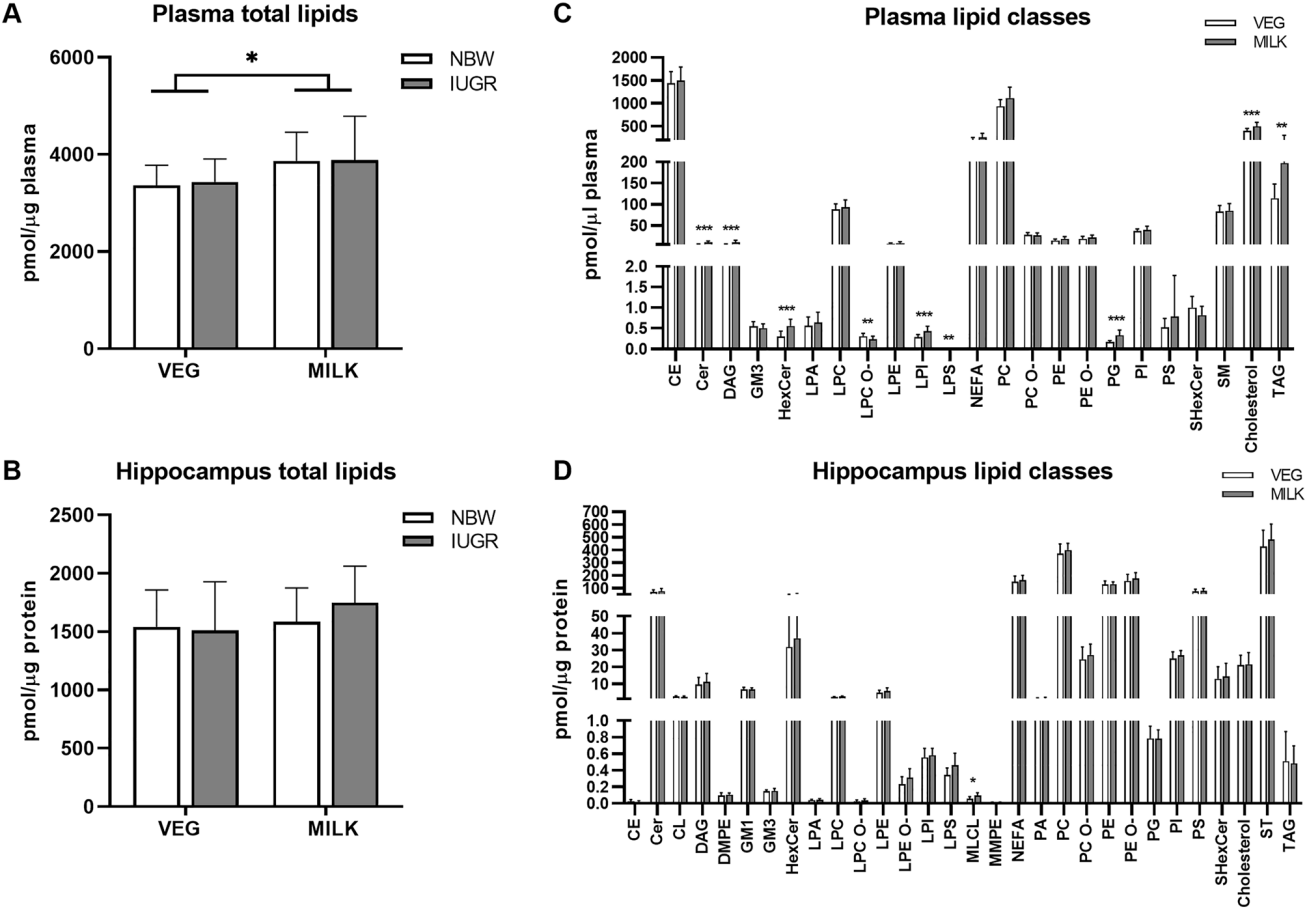
Total lipids (**A**,**B**) and lipid class abundances (**C**,**D**) in plasma and hippocampus on day 21–22. In (**A**) and (**B**), n = 9. In (**C**) and (**D**), data are pooled and presented as main effects of diet (n = 16–18). Data are shown as mean ± SD. All data were analysed using a linear mixed model. A Benjamini–Hochberg correction was applied in (**C**) and (**D**). Statistically significant differences between groups are shown as *p < 0.05, **p < 0.01 and ***p < 0.001. All figures were created with GraphPad Prism (version 9.3.0, GraphPad Software, San Diego, California, USA). *VEG* vegetable oil, *MILK* bovine milk fat, *NBW* normal birth weight, *IUGR* intrauterine growth restricted, *CE* cholesteryl ester, *Cer* ceramide, *CL* cardiolipin, *DAG* diacylglycerol, *DMPE* dimethyl-phosphatidylethanolamine, *GM1* monosialotetrahexosylganglioside, *GM3* monosialodihexosylganglioside, *HexCer* hexosyl ceramide, *LPA* lysophosphatidic acid, *LPC* lysophosphatidylcholine, *LPC O-* lysoalkylphosphatidylcholine, *LPE* lysophosphatidylethanolamine, *LPE O-* lysoalkylphosphatidylethanolamine, *LPI* lysophosphatidylinositol, *LPS* lysophosphatidylserine, *MLCL* monolysocardiolipin, *MMPE* monomethyl-phosphatidylethanolamine, *NEFA* non-esterified fatty acid, *PA* phosphatidic acid, *PC* phosphatidylcholine, *PC O-* alkylphosphatidylcholine, *PE* phosphatidylethanolamine, *PE O-* alkylphosphatidylethanolamine, *PG* phosphatidylglycerol, *PI* phosphatidylinositol, *PS* phosphatidylserine, *SHexCer* Sulfatide hexosyl ceramide, *SM* sphingomyelin, *ST* cholesterol, *TAG* triacylglycerol.

Principal component analysis of molecular lipid species data demonstrated a separation between dietary groups in plasma but not the hippocampus (Fig. 3A,B). In plasma, the molar abundance of 704 lipid molecules (82% of total) differed between the dietary groups and of the differentially abundant lipids, TAG species dominated (60%) (Fig. 3C). These TAG molecules predominantly featured longer acyl lengths in the MILK (C54–58) compared to VEG (C48–54) group. In the hippocampus lipidome, 102 lipid molecules (11% of total) were differentially abundant between the dietary groups, with the majority being elevated in the MILK group and mainly consisting of glycerophospholipids (Fig. 3D). In silico total fatty acyl analysis of plasma revealed 16 fatty acyl chains that were more abundant in the VEG group and 17 in the MILK group (all p < 0.01). Here, the lipidome of piglets fed the MILK diet tended to have more saturated, monounsaturated and shorter fatty acyl chains compared to the VEG diet. In the hippocampus, the VEG diet resulted in higher abundance of lipids with 18:2 and 22:4 chains, whilst the MILK diet increased the abundance of 14:0, 15:0, 16:1, 16:2, 17:0, 17:1, 17:2, 19:1, 19:3, 20:3, 20:5 and 21:3 fatty acyls (all p < 0.05) (Fig. 3E). Among the significantly different lipid molecules, 25 molecular lipid species and 11 fatty acyls were similarly modulated in the plasma and hippocampus following the dietary interventions (Supplementary Fig. S2).

**Figure 3:**
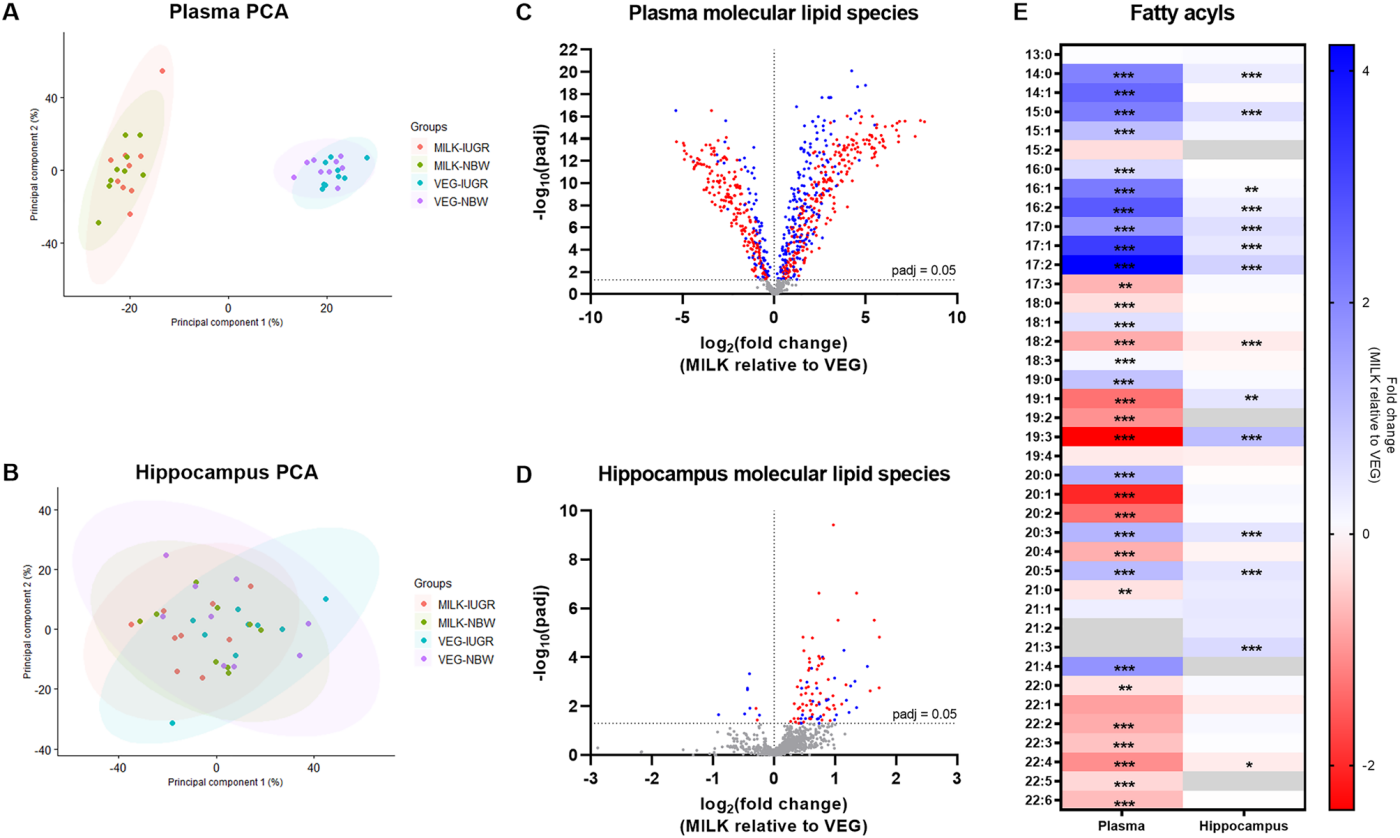
Plasma and hippocampal lipidomics on day 21–22. (**A**,**B**) Principal component analysis plots of absolute molecular lipid species data, (**C**,**D**) volcano plots of molecular lipid species in plasma and hippocampal tissue, (**E**) total fatty acyl analysis. In (**C**), red dots indicate triacylglycerol species. In (**D**), red dots indicate glycerophospholipid species. Grey cells in (**E**) indicate that the fatty acyl chain was b elow the lower limit of detection. In (**A**) and (**B**), n = 9. In (**C**,**D**) and (**E**), data are pooled and presented as main effects of diet (n = 12–18). Data are shown as fold-change of the MILK relative to VEG group (**C**,**D**,**E**). Data were analysed using a principal component analysis (**A**,**B**) or linear mixed model (**C**,**D**,**E**). A Benjamini–Hochberg correction was applied in (**C**), (**D**) and (**E**). Statistically significant differences between groups are shown as *p < 0.05, **p < 0.01, ***p < 0.001 or as values above the horizontal dotted line (padj < 0.05). Figures were created with R (version 4.0.3, R Foundation for Statistical Computing, Vienna, Austria) (**A**,**B**) and GraphPad Prism (version 9.3.0, GraphPad Software, San Diego, California, USA) (**C**,**D**,**E**). *VEG* vegetable oil, *MILK* bovine milk fat, *NBW* normal birth weight, *IUGR* intrauterine growth restricted.

Statistical analysis demonstrated no main effects of birth weight at the lipid class-, molecular species- or total fatty acyl-level in neither plasma or the hippocampus. However, there were interactions between diet and birth weight for the total level of 19:2 and 22:5 fatty acyl chains in the hippocampus. A higher abundance of 19:2 was found in the MILK-IUGR compared to MILK-NBW, VEG-IUGR and VEG-NORM groups (all p < 0.05), and a lower abundance of 22:5 was found in VEG-NBW compared to MILK-IUGR, VEG-IUGR and MILK-NBW (all p < 0.001).

### MRI

Absolute total brain, grey and white matter volumes were lower in IUGR compared to NBW piglets (all p < 0.05) (Fig. 4B–D), but the percentage of grey and white matter did not differ between groups (Fig. 4E,F). There were no effects of diet or interactions between diet and birth weight.

**Figure 4:**
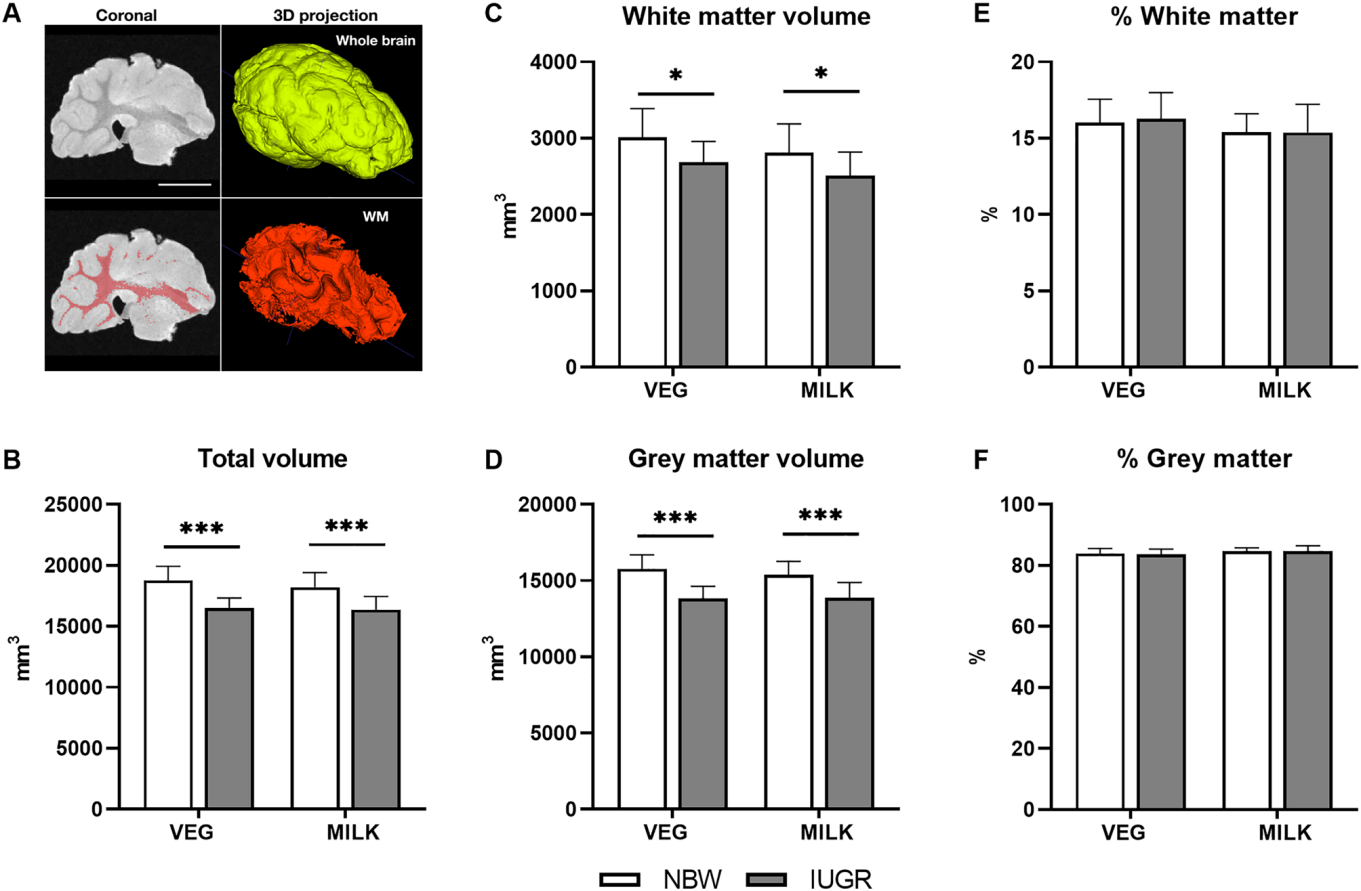
Magnetic resonance imaging on day 21–22. (**A**) A representative coronal and 3D reconstructed image showing the mapping of white matter (red), (**B**) absolute total volume, (**C**) absolute white matter volume, (**D**) absolute grey matter volume, (**E**) percentage white matter and (**F**) percentage grey matter of the right hemisphere of brains (n = 7). Scale bar = 1 cm. Data are shown as mean ± SD. All data were analysed using a linear mixed model. Statistically significant differences between groups are shown as *p < 0.05 and ***p < 0.001. Figures were created with ITK-SNAP (version 3.8.0, www.itksnap.org) (**A**) and GraphPad Prism (version 9.3.0, GraphPad Software, San Diego, California, USA) (**B**–**F**). *VEG* vegetable oil, *MILK* bovine milk fat, *NBW* normal birth weight, *IUGR* intrauterine growth restricted.

### RNA-seq

RNA-seq of the cerebellum showed no main effects of diet or birth weight, but interactions were present for four genes. 

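Cerebellar RNA of all 36 piglets, 9 in each of the VEG-NBW, VEG-IUGR, MILK-NBW and MILK-IUGR groups, was sequenced as paired-end reads, and the authors deposited 1 table per piglet with the number of read pairs counted on each of 31907 Ensembl pig gene identifiers. The counts were not normalized, and each table closes with the read pairs that were not assigned to a gene, in the form that htseq-count writes. The aligner, the genome build, the annotation release and the strand setting are not stated in the paper, which refers to an earlier study for the pre-processing. The VEG-NBW, VEG-IUGR and MILK-IUGR groups each held 5 females and 4 males, and the MILK-NBW group held 3 females and 6 males. The total count on genes ranged from 14161702 to 21040203 in VEG-NBW (median 17472772), from 7936202 to 21715123 in VEG-IUGR (median 18610047), from 16631087 to 19761505 in MILK-NBW (median 17301136) and from 15698493 to 23027502 in MILK-IUGR (median 17455914). The paper left out 3 libraries, 1 each of VEG-IUGR, VEG-NBW and MILK-NBW, because their RNA integrity number was below 5, and Supplementary Fig. S3 has 8 or 9 piglets per group. The paper does not name these piglets. In each of these 3 groups, 1 library stood apart in the share of reads not assigned to a gene. This share was 43.6% in piglet 202 (VEG-NBW) against 26.9 to 30.5% in the other VEG-NBW piglets, 64.3% in piglet 210 (VEG-IUGR) against 27.0 to 29.0%, and 31.5% in piglet 213 (MILK-NBW) against 26.7 to 29.1%. Genes with at least 1 count numbered 20793, 6513 and 19532 in these 3 libraries, and from 18635 to 19682 in the other 33. Of the 729 ways to leave out 1 library from each of the 3 groups, leaving out these 3 came closest to the means and SDs drawn in Supplementary Fig. S3, with a mean difference of 3.85% over 32 values. The next closest set differed by 11.8% and all 36 libraries by 34.9%. The share of reads not assigned was picked from 5 library measures after the data had been seen, so the 3 libraries are matched to the paper's set and not named by it. Results are given over the remaining 33 libraries and over all 36. Differences were tested with edgeR's quasi-likelihood test on counts scaled by TMM, with sex as a covariate, over the 15330 genes past edgeR's filter on low counts. The paper used a negative binomial model in DESeq2 and does not state its covariates, so DESeq2 fits with and without sex are given as alternatives. Normalized counts are counts divided by DESeq2's size factors.

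**Figure D1:**
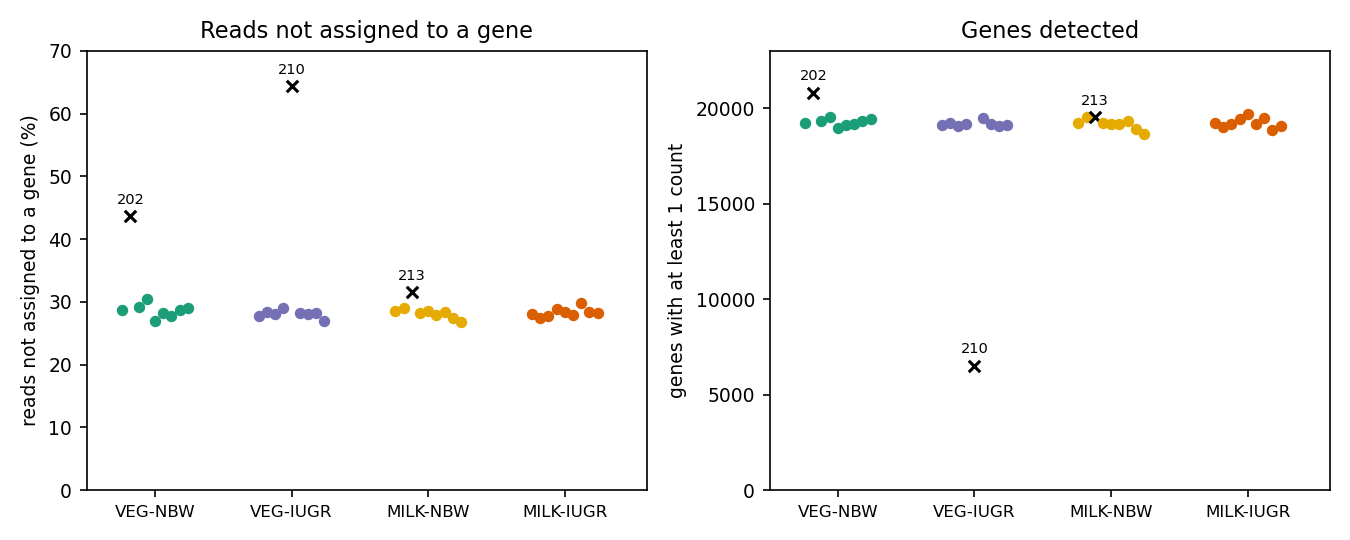
Share of reads not assigned to a gene (left, percent) and number of genes with at least 1 count (right) in each of the 36 cerebellar libraries by group. Each point is a piglet, and crosses mark piglets 202, 210 and 213, of which piglet 210 has 64.3% of reads not assigned and 6513 genes detected.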

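Over the 33 libraries, 0 genes had a Benjamini-Hochberg adjusted p-value under 0.05 for diet or for birth weight in any of 6 fits. These were edgeR with sex, without sex and without a filter on low counts, DESeq2 with and without sex, and limma voom with a quality weight for each library. In the edgeR fit with sex, 654 of 15356 genes had an unadjusted p-value under 0.05 for diet and 337 for birth weight. With all 36 libraries, edgeR also gave 0 genes for either factor. Unadjusted p-values under 0.05 were then found for 190 genes for diet and 286 for birth weight, where 100 groupings shuffled within each sex gave medians of 436.5 and 341.5 genes. The median absolute log2 fold change was 0.090 for diet and 0.086 for birth weight. For the interaction between diet and birth weight, DESeq2 with sex gave 2 genes over the 33 libraries and the other 5 fits gave 0, with 935 genes at an unadjusted p-value under 0.05 in the edgeR fit with sex. One of the 2 was PLA2G2E, with an interaction of −4.20 on the log2 scale (standard error 0.87, adjusted p = 0.0183 in DESeq2). The other, ENSSSCG00000014639, had counts in only 2 libraries, 4 counts in a VEG-NBW piglet and 5 in a MILK-IUGR piglet, so that its estimate of 34.76 on the log2 scale has no meaning as a fold change. The same DESeq2 fit gave interactions of 0.69 for CHEK2 (standard error 0.18, adjusted p = 0.395), 0.44 for TPRKB (standard error 0.10, adjusted p = 0.146) and 0.90 for SLC19A3 (standard error 0.21, adjusted p = 0.146). With all 36 libraries, 0 genes passed for the interaction and 879 had an unadjusted p-value under 0.05, where the shuffled groupings gave a median of 384 and 2 of 100, the real one included, gave as many. Shuffled groupings of the 33 libraries gave a median of 620 genes for the interaction, and 13 of 60 reached the 935 found. In edgeR with sex, the interactions over the 33 libraries were 0.69 for CHEK2 (standard error 0.17), 0.43 for TPRKB (standard error 0.10) and 0.90 for SLC19A3 (standard error 0.20), each with adjusted p = 0.784, and −3.92 for PLA2G2E (standard error 0.82, adjusted p = 0.615). Over all 36 libraries the edgeR estimates were 0.85 for CHEK2 (standard error 0.42, adjusted p = 0.877), 0.73 for TPRKB (standard error 0.48, adjusted p = 0.998), 1.05 for SLC19A3 (standard error 0.40, adjusted p = 0.810) and −3.83 for PLA2G2E (standard error 0.92, adjusted p = 0.697). PLA2G2E is below the filter on low counts, so its edgeR values over both sets come from a fit without that filter. Each gene was also tested alone by a two-sided permutation test of the interaction on log2 CPM with 100000 draws. Over the 33 libraries this gave p = 0.00015 for CHEK2, 7e-05 for TPRKB, 5e-05 for SLC19A3 and 4e-05 for PLA2G2E, and over all 36 libraries 0.00725, 0.0368, 0.00061 and 0.00034, respectively (permutation tests). These 4 genes were selected by the paper from the same libraries, so their single-gene p-values are not those of genes named in advance. From its negative binomial model, the paper states that diet and birth weight had no main effects and that 4 genes showed an interaction.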

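CHEK2 (ENSSSCG00000034864) encodes a kinase of the DNA damage response, and TPRKB (ENSSSCG00000008297) a protein that binds the kinase TP53RK. Over the 33 libraries, the normalized count of CHEK2 was 88.4 ± 8.95 (SD, n = 8) in VEG-NBW and 57.8 ± 7.82 (SD, n = 8) in MILK-NBW piglets, with 69.1 ± 13.3 (SD, n = 8) in VEG-IUGR and 72.9 ± 11.6 (SD, n = 9) in MILK-IUGR piglets. All 8 MILK-NBW piglets were below all 8 VEG-NBW piglets (exact two-sided permutation test of log2 CPM, p = 0.000155). The log2 fold change of MILK-NBW relative to VEG-NBW was −0.62 (standard error 0.13, Benjamini-Hochberg adjusted p = 0.0335) in DESeq2 with sex. The adjusted p-value was 0.0236 in DESeq2 without sex, 0.0469 in limma voom with quality weights, 0.226 in edgeR with sex, 0.178 in edgeR without sex and 0.707 in edgeR without a filter on low counts. Between MILK-IUGR and VEG-IUGR piglets, the log2 fold change was 0.08 (standard error 0.12, adjusted p = 1 in DESeq2 with sex). When all 36 libraries were used, the normalized count was 95.5 ± 32.0 (SD, n = 9) in VEG-NBW, 61.9 ± 21.3 (SD, n = 9) in MILK-NBW, 58.7 ± 25.0 (SD, n = 9) in VEG-IUGR and 70.4 ± 11.5 (SD, n = 9) in MILK-IUGR. Piglet 202 had a normalized count of 178, piglet 213 of 115 and piglet 210 of 0. The log2 fold change was then −0.61 (standard error 0.30, adjusted p = 1 in edgeR), and 90.1% of the pairs of a MILK-NBW and a VEG-NBW piglet had this direction (exact permutation test, p = 0.00506). Among the alternatives over the 36 libraries, limma voom with quality weights gave the smallest adjusted p-value of CHEK2, 0.0340, and 2 surrogate variables moved its log2 fold change most, to −0.38.
For TPRKB, the normalized count over the 33 libraries was 380.3 ± 36.0 (SD, n = 8) in VEG-NBW, 300.2 ± 28.9 (SD, n = 8) in MILK-NBW, 343 ± 24.2 (SD, n = 8) in VEG-IUGR and 364 ± 41.2 (SD, n = 9) in MILK-IUGR piglets. MILK-NBW was lower than VEG-NBW in 96.9% of the pairs of piglets (exact two-sided permutation test, p = 0.000622). The log2 fold change was −0.35 (standard error 0.07, adjusted p = 0.0396) in DESeq2 with sex. None of the other 5 fits of the 33 libraries gave TPRKB an adjusted p-value under 0.05. Over all 36 libraries, the normalized counts were 433 ± 203 (SD, n = 9), 307 ± 65.6 (SD, n = 9), 291 ± 110.4 (SD, n = 9) and 352 ± 41.5 (SD, n = 9) in the same order of groups. Piglet 202 had 966 normalized counts, piglet 213 had 465 and piglet 210 had 0. The log2 fold change was −0.48 (standard error 0.34, adjusted p = 1 in edgeR), with 87.7% of the pairs in this direction (exact permutation test, p = 0.0227).

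**Figure D2:**
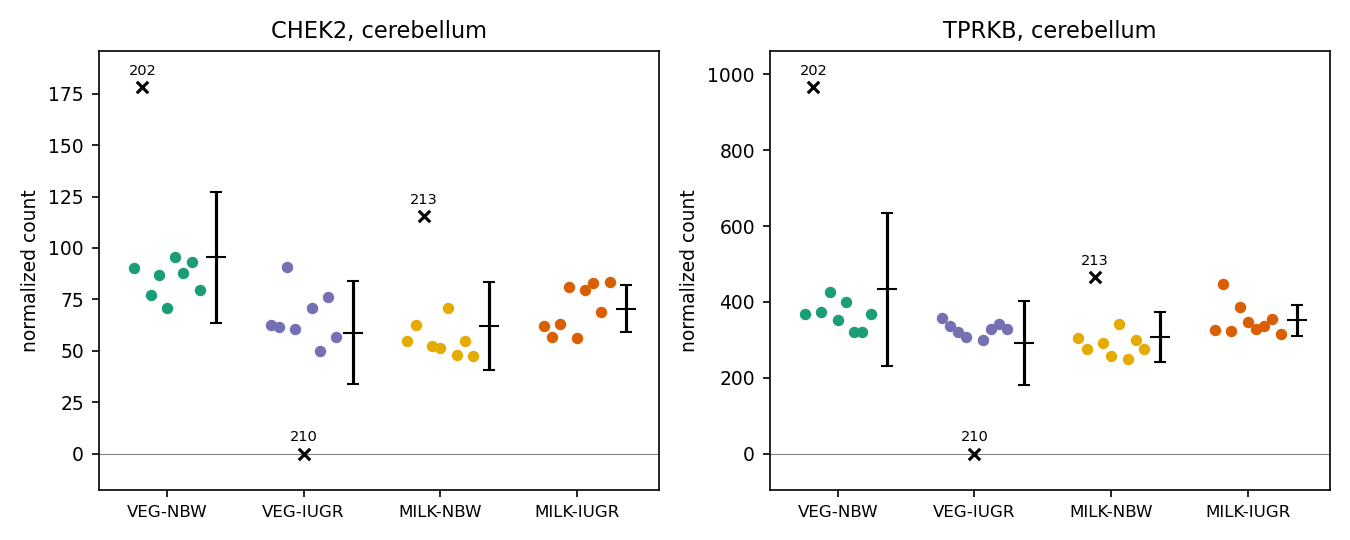
Normalized counts of CHEK2 (left) and TPRKB (right) in the cerebellum of each piglet by group. Points are piglets, crosses mark piglets 202, 210 and 213, and the horizontal mark with its bar gives the mean and SD of all 9 piglets of a group, such as 95.5 ± 32.0 for CHEK2 in VEG-NBW.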

Enhanced expression of Checkpoint Kinase 2 (CHEK2) and TP53RK-binding protein (TPRKB) were found in VEG-NBW compared to MILK-NBW piglets (both p < 0.05). 

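SLC19A3 (ENSSSCG00000021968) encodes a thiamine transporter and PLA2G2E (ENSSSCG00000033887) a secreted phospholipase. The normalized count of SLC19A3 over the 33 libraries was 84.5 ± 23.2 (SD, n = 9) in MILK-IUGR and 49.0 ± 8.17 (SD, n = 8) in MILK-NBW piglets, with 59.1 ± 9.06 (SD, n = 8) in VEG-IUGR and 64.0 ± 7.35 (SD, n = 8) in VEG-NBW piglets. In 97.2% of the pairs, the MILK-IUGR piglet was above the MILK-NBW piglet (exact two-sided permutation test of log2 CPM, p = 0.000247). DESeq2 with sex gave a log2 fold change of MILK-IUGR relative to MILK-NBW of 0.79 (standard error 0.15, Benjamini-Hochberg adjusted p = 0.00262). The adjusted p-value was 0.00148 in DESeq2 without sex, 0.0358 in limma voom with quality weights, 0.0531 in edgeR with sex, 0.0329 in edgeR without sex and 0.0965 in edgeR without a filter on low counts. With the 3 other libraries included, the normalized count was 81.7 ± 22.7 (SD, n = 9) in MILK-IUGR, 49.5 ± 10.9 (SD, n = 9) in MILK-NBW, 50.2 ± 20.5 (SD, n = 9) in VEG-IUGR and 64.6 ± 10.8 (SD, n = 9) in VEG-NBW. Piglet 213 had 70.6 normalized counts of SLC19A3, piglet 202 had 89.1 and piglet 210 had 0. The log2 fold change over these 36 libraries was 0.71 (standard error 0.28, adjusted p = 1 in edgeR), with 91.4% of the pairs in this direction (exact permutation test, p = 0.000946). The adjusted p-value in limma voom with quality weights was 0.0138.
PLA2G2E had few reads, from 0 to 24 counts in the 33 libraries with a median of 4, and no counts in 4 of the 9 MILK-IUGR piglets. Its normalized count over the 33 libraries was 1.48 ± 1.84 (SD, n = 9) in MILK-IUGR, 10.3 ± 7.12 (SD, n = 8) in MILK-NBW, 6.20 ± 3.17 (SD, n = 8) in VEG-IUGR and 3.72 ± 4.49 (SD, n = 8) in VEG-NBW piglets. The difference between MILK-IUGR and MILK-NBW piglets gave p = 0.000782 in an exact two-sided permutation test of log2 CPM. Its log2 fold change was −3.20 (standard error 0.65, adjusted p = 0.00931) in DESeq2 with sex, −2.83 (standard error 0.65, adjusted p = 0.194) in DESeq2 without sex and −3.02 (standard error 0.59, adjusted p = 0.0965) in edgeR without a filter on low counts. For all 36 libraries, the normalized count was 1.42 ± 1.78 (SD, n = 9) in MILK-IUGR and 8.83 ± 6.96 (SD, n = 9) in MILK-NBW, and piglet 213 had 1 count. The log2 fold change was −2.92 (standard error 0.66, adjusted p = 1 in edgeR without the filter), and the exact permutation test gave p = 0.00177. PLA2G2E had the smallest unadjusted p-value of the 25981 genes in that fit.

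**Figure D3:**
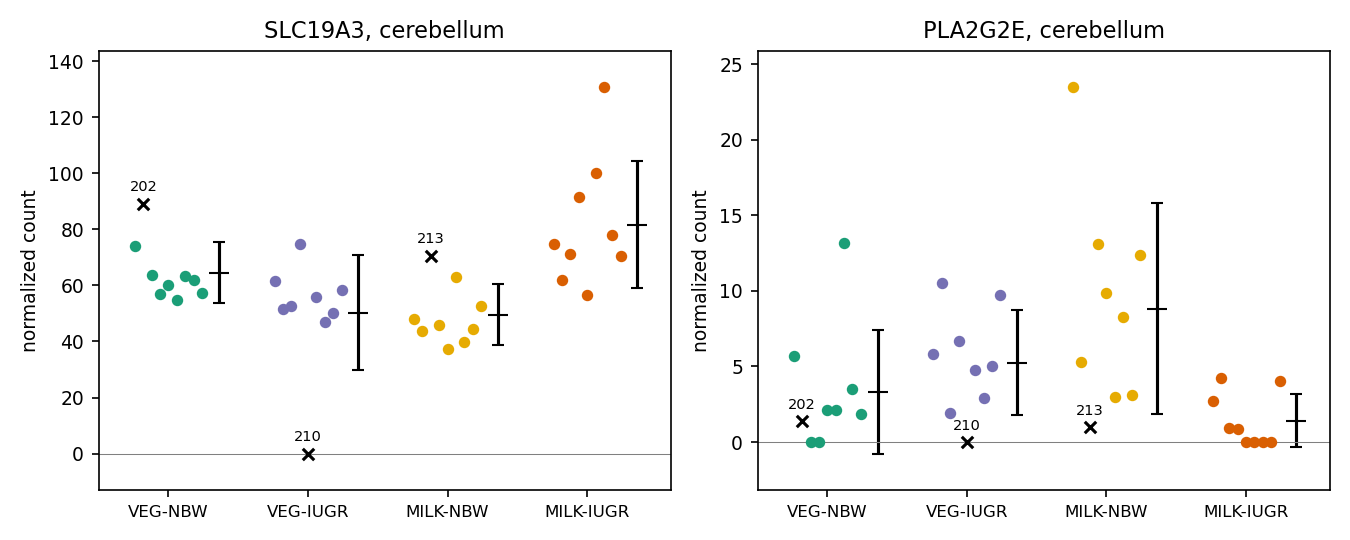
Normalized counts of SLC19A3 (left) and PLA2G2E (right) in the cerebellum of each piglet by group. Points are piglets, crosses mark piglets 202, 210 and 213, and the horizontal mark with its bar gives the mean and SD of all 9 piglets of a group. For PLA2G2E, 4 of the 9 MILK-IUGR piglets lie at 0.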

Higher levels of Solute Carrier Family 19 Member 3 (SLC19A3) and lower levels of phospholipase A2 group IIE (PLA2G2E) were found in MILK-IUGR compared to MILK-NBW piglets, respectively (both p < 0.01) (Supplementary Fig. S3).

## Discussion

This study investigated how neurodevelopment in NBW and IUGR piglets was affected by feeding a diet with either a VEG or MILK source. These results demonstrate that absolute brain weights, absolute grey and white matter volumes and behaviour and motor function were compromised in IUGR piglets, whilst 82% of the plasma lipidome and 11% of the hippocampal lipidome and some relative regional brain weights were affected by diet with few interactive effects. The results suggest similar cerebellar gene expression profiles and cognitive function across the groups.

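The share of the variance of log2 CPM that followed each factor was measured by PERMANOVA on Euclidean distances, with 100000 permutations of the piglets. Over the 33 libraries, diet took 2.74% of the sum of squares (permutation p = 0.456), birth weight 2.41% (permutation p = 0.721) and their interaction 2.84% (permutation p = 0.392). A term unrelated to expression takes 3.13% on average when fitted alone, and less when fitted after sex, as here. Sex took 13.5%, with p = 1e-05, the smallest that the permutations can give. This share does not tell how many genes differed by sex. Over all 36 libraries, edgeR called 18 of 15330 genes for sex, and 166 had an unadjusted p-value under 0.05. The median absolute log2 fold change by sex was 0.094. Which genes carry the share over the 33 libraries was not tested. The first principal component of the 33 libraries held 14.4% of the variance and the second 10.3%. The 16 females lay between −21.5 and −7.26 on the first component and the 17 males between −8.59 and 31.2, while the 4 groups overlapped on both. Over all 36 libraries, diet took 2.35% (permutation p = 0.697), birth weight 2.27% (permutation p = 0.786), the interaction 3.49% (permutation p = 0.178) and sex 3.17% (permutation p = 0.271). The first principal component then held 84.2% of the variance and set piglet 210 apart from all other piglets. With the 500 most variable genes of the 36 libraries, the share of sex was 12.7%, and the p-values of diet, birth weight and their interaction stayed above 0.05. With a variance stabilising transformation in place of log2 CPM, the share of sex was 3.13% (permutation p = 0.328).

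**Figure D4:**
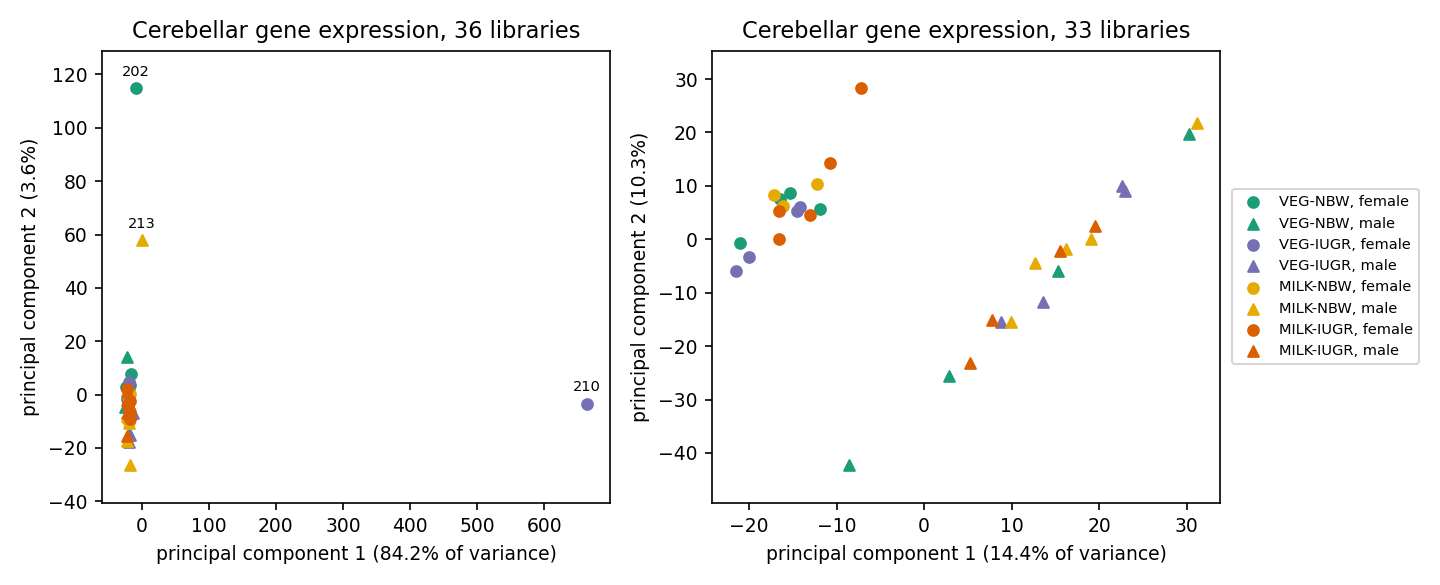
First and second principal components of log2 CPM of the cerebellum over all 36 libraries (left) and over 33 libraries (right), with each point a piglet, colours for the groups, circles for females and triangles for males. Piglet 210 lies apart on the left, and on the right the piglets part by sex and not by group.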

The developing brain has an increased sensitivity to dietary changes in the perinatal period^30^. In the present study we found that changes in the hippocampal lipidome were related to diet and not birth weight with only minor interactive effects indicating that IUGR infants do not benefit more from a particular dietary fat source in brain lipid accretion. Relative to VEG, the MILK diet showed a higher total amount of plasma lipids, which is in agreement with a previous study demonstrating increased fat absorption in infants fed human milk compared to formula^31^. Although substantial differences in the plasma lipidome were present between dietary groups, which is not surprising given the differences between fat sources^4^, significantly less changes occurred in the hippocampus suggesting that the brain lipidome is tightly controlled across all conditions. Differentially abundant lipid molecules in the hippocampus were largely independent of the plasma lipid profile. These results are similar to findings from piglets fed formula diets with different vegetable oil blends or sow milk, which demonstrated no correlation between the composition of major fatty acyl chains of plasma and brain phospholipids^32^. In a study of young rats fed infant formula or human milk, compositional differences in the fat fraction of the diets also did not result in corresponding changes in the brain with the concentration of SM being the only observed difference in the brain, which was unrelated to its concentration in the diets^33^. This may in part be explained by the fact that metabolic remodelling of dietary lipids to free fatty acids is important for transport across the blood–brain barrier^34^ and that in addition to diet, body fat stores and local synthesis of lipids are sources of brain lipids^33–35^. Additionally, studies of the fetal and infant brain show that concentrations of different lipids peak at different stages of development, and the brain may therefore only acquire what it needs^36^. Ultimately, we found that the MILK diet relative to VEG resulted in larger accretion of specific lipids in the hippocampus. The MILK diet mainly increased the MLCL lipid class and several phospholipid species in the hippocampus. Dietary phospholipids may influence cognitive function by several mechanisms including providing substrate for acetylcholine synthesis for cholinergic neurotransmission, regulating glutamate receptor density and functioning as precursors for secondary messengers in important intracellular signalling pathways^37^.

In line with previous reports on IUGR piglets^15,38^, this study demonstrated reductions in absolute but not relative grey and white matter volumes by MRI and absolute total and regional brain weights in t he IUGR compared to NBW group. Additionally, the increased relative total brain weights of IUGR piglets could reflect brain-sparing, which despite being considered a protective mechanism^39^ has been associated with a higher risk of neurodevelopmental impairments^14^. Feeding the MILK diet was associated with an increase in the relative cerebellum and brain stem weights and a decrease in the relative cerebrum weight compared to the VEG diet. Modifications to the dietary fat fraction in early life, including hydrolysed fat and phospholipid enrichment, have been shown to influence regional brain, grey and white matter volumes in 26–29 day-old piglets^38,40^. However, diet-induced changes to relative brain weights in this study were not reflected in the MRI data as volumes were similar between dietary groups. This may have differed had these parameters been studied at a regional level. 

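A list of 83 genes of the immune response, among them cytokines, complement, interferon-stimulated and microglial genes, was written without regard to the counts, and 64 of them passed the filter on low counts. The mean of their standardised log2 CPM was used as a score for each piglet. Over the 33 libraries, the score differed by 0.17 between the MILK and VEG diets (standard error 0.18, permutation p = 0.340), by −0.11 between IUGR and NBW piglets (standard error 0.18, permutation p = 0.543) and by 0.04 for their interaction (standard error 0.36, permutation p = 0.913). The corresponding values over all 36 libraries were 0.23 (standard error 0.17, permutation p = 0.189), −0.21 (standard error 0.17, permutation p = 0.276) and 0.35 (standard error 0.35, permutation p = 0.399). Adjusted over all 24 tests of 8 gene lists, each of these 3 p-values was 0.978. Gene by gene in edgeR over the 36 libraries, 2 of the 64 genes had an unadjusted p-value under 0.05 for diet, 1 for birth weight and 4 for the interaction, and 0 had an adjusted p-value under 0.05 when the adjustment was made over the list alone. The smallest of these adjusted p-values was 0.201, for the interaction of CD74 in edgeR. The list held 0 of the 4 genes reported by the paper. This follows from how the list was written and does not show whether these genes have a part in the immune response.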

Unlike a previous report describing an influence of hydrolysed dietary fat on reduction of the hippocampal expression of immune response-related genes in small and appropriate for gestational aged piglets^38^, the present study only showed minor interactive effects between diet and birth weight in the cerebellar transcriptome, which were unrelated to the immune system. Surprisingly, we were also unable to demonstrate the broad brain transcriptome differences that have recently been reported between 14 day-old small and appropriate for gestational aged piglets^38^. This could in part relate to differences in the analysed brain region and older age of piglets in the present study.

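Over all 36 libraries, 286 genes had an unadjusted p-value under 0.05 for birth weight, 50 of them higher and 236 lower in IUGR piglets. Of the genes tested, 0.287% had an absolute log2 fold change over 1. The number for birth weight ranged from 108 to 958 over 25 random sets that left out 1 piglet from each of 3 groups. It was 567, 750, 839 and 958 in the sets without piglet 210, and 337 without piglets 202, 210 and 213. The direction of the genes in these other fits was not counted. Within the VEG diet, 1356 genes had an unadjusted p-value under 0.05 between IUGR and NBW piglets, 944 of them higher in IUGR, and within the MILK diet 59 genes, with 0 genes past the adjusted threshold in either. These numbers depended on the fit, and over the alternatives on the 36 libraries ranged from 213 to 2427 within the VEG diet and from 25 to 1027 within the MILK diet, with 213 and 768 when only the 2 groups compared were fitted. Without piglets 202, 210 and 213, the numbers were 351 within the VEG diet and 958 within the MILK diet in edgeR with sex, again with 0 genes past the threshold. The size of effect that 18 piglets of each birth weight can show was measured on simulated counts with the means, dispersions and library sizes of the 36 libraries, in which 200 genes were changed. For birth weight, edgeR called 96% of 50 genes changed 4-fold, 86% of those changed 2-fold, 38% of those changed 1.5-fold and 2% of those changed 1.25-fold. It called 8 of the 15130 unchanged genes. A difference of 1.25-fold between IUGR and NBW piglets was thus seldom detected by this test in the simulated counts. These counts include the spread that piglets 202, 210 and 213 add, but drawn gene by gene and evenly over all piglets. Libraries that stand apart were not simulated. The shares may therefore differ in the real libraries, over all 36 and over the 33.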

A causal relationship between dietary lipids, the brain lipidome and neurological function has previously been suggested^41^. Therefore, this study also evaluated behaviour, cognition and motor function. While IUGR piglets performed worse than NBW piglets in behavioural and motor functional tests on day 7, we found no influence of diet, nor any effects of diet or birth weight on cognitive function from day 9–20. Hence, the smaller diet-related changes to the brain lipidome did not influence neurodevelopmental outcomes. The lack of differences in cognitive function between weight groups could be explained by the cognitive test used. Development of the in-cage cognition test is an effort to replace labour intensive cognitive tests for pigs by mimicking simplified touchscreen-based associative tests used in other species^42^. Current limitations of this test are, however, that the number of participating animals in their home cages varies between trials resulting in lower sample sizes in this study, and it may with the current setup not be sensitive enough to detect smaller differences in cognitive function. As this test is not currently routinely applied in piglets, this data should therefore be confirmed using more verified cognitive tests such as the T-maze^43,44^.

The present study utilized fat sources of different origin. It is important to note that there are advantages to both bovine and vegetable fat sources^4^, and that a combination may be more effective in resembling human breast milk. The optimal fat source, composition and dosage, and timing of dietary interventions to enhance neurodevelopment require further research, where animal models with high translational value are essential for understanding how nutrition impacts the brain in early life^45^.

## Conclusion

In summary, we report that dietary lipids of vegetable or bovine origin provide markedly different plasma lipid compositions, but the majority of these differences do not manifest in the hippocampal lipidome. Furthermore, we found that the dietary fat source had limited impacts on IUGR-induced structural and functional changes to the brain of neonatal piglets. A further understanding of the interplay between diet, and specific organ lipid metabolism in early life seems key in determining how diet can affect neurodevelopment.

## Supplementary Information

Supplementary Figures.

## Data Availability

Datasets can be acquired from the corresponding author upon reasonable request. Transcriptome data have been deposited in the NCBI Gene Expression Omnibus database (Accession number GSE182263).

# Supplementary material for: Brain lipidomics and neurodevelopmental outcomes in intrauterine growth restricted piglets fed dairy or vegetable fat diets
**Source:** Sci Rep. 2022 Feb 28;12:3303. doi: 10.1038/s41598-022-07133-3
**Supplement:** Supplementary file 1 — Supplementary Figures.

Supplementary Figure S1

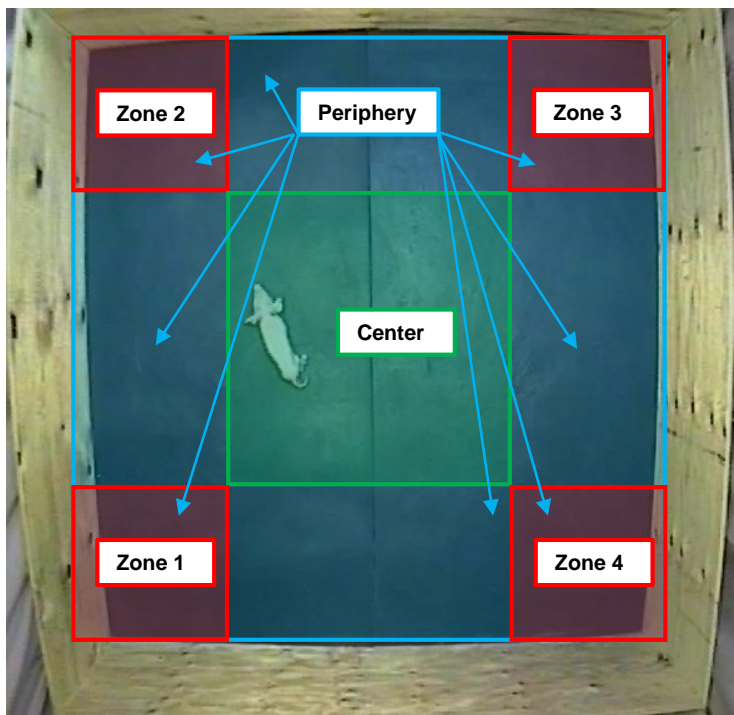

Supplementary Figure S1: Zones of the open field arena.

Supplementary Figure S2

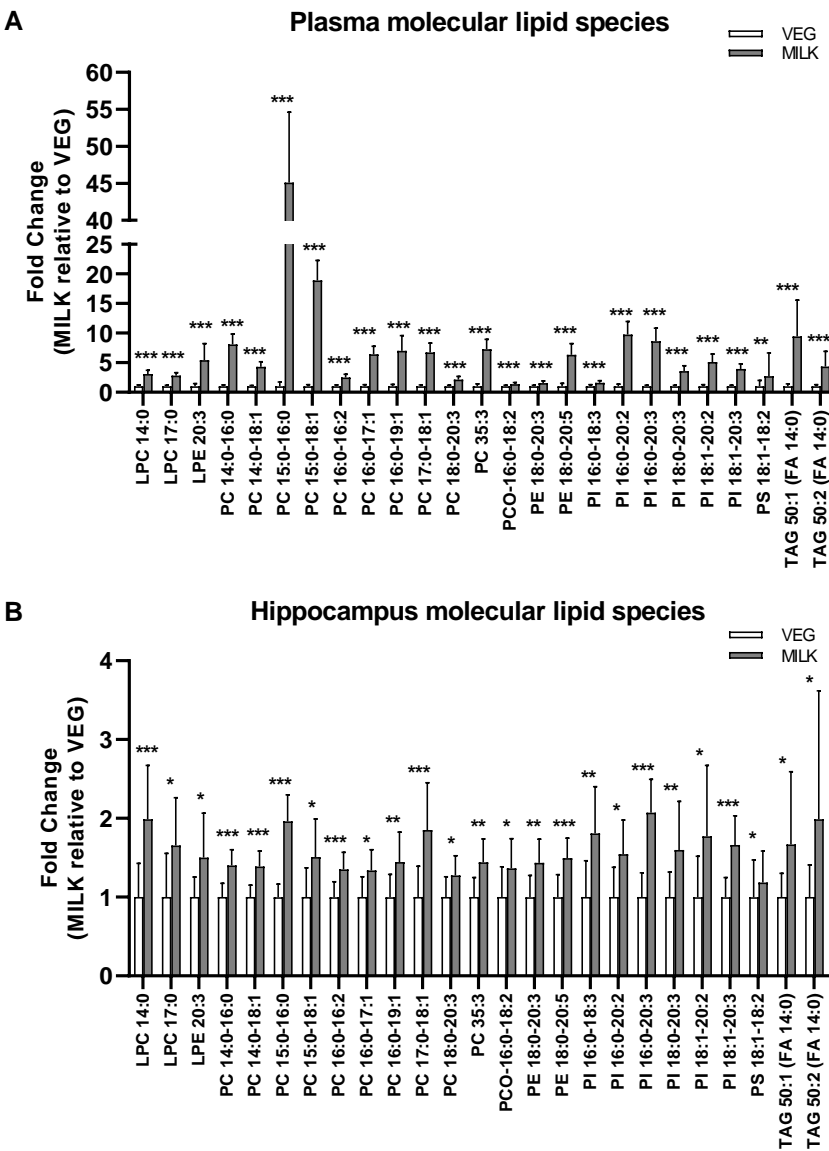

**Supplementary Figure S2:** Differentially abundant molecular lipid species that are in agreement between plasma (A) and the hippocampus (B) in piglets fed vegetable oil (VEG) or bovine milk fat (MILK) diets. Data are pooled and presented as main effects of diet (n=14-18). Data are shown as fold-change of the MILK relative to VEG group. Statistical analysis was conducted on the molar data. All data were analysed using a linear mixed model and a Benjamini-Hochberg correction was applied. Statistically significant differences between groups are shown as \*p<0.05, \*\*p<0.01, \*\*\*p<0.001. All figures were created with GraphPad Prism (version 9.3.0, GraphPad Software, San Diego, California, USA).

Supplementary Figure S3

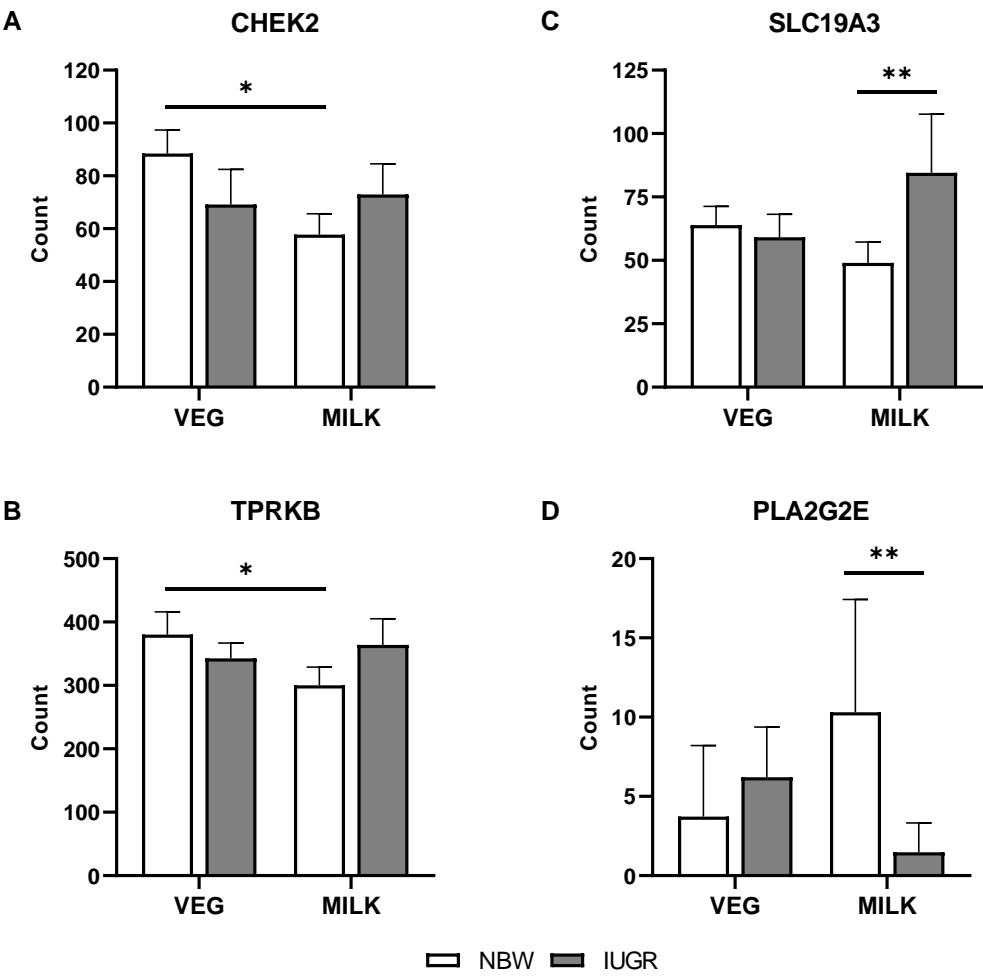

**Supplementary Figure S3:** Cerebellar gene expression on day 21-22 (n=8-9). Data are shown as mean±SD. All data were analysed using a negative binomial generalized linear model and a Benjamini-Hochberg correction was applied. Statistically significant differences between groups are shown as \*p<0.05 and \*\*p<0.01. All figures were created with GraphPad Prism (version 9.3.0, GraphPad Software, San Diego, California, USA). VEG = vegetable oil, MILK = bovine milk fat, NBW = normal birth weight, IUGR = intrauterine growth restricted.

How the deposited data were processed for this re-analysis (not part of the article)

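RNA of the cerebellum was sequenced from 36 piglets that entered the study at 3 days of age and were killed on study day 21 or 22, in a 2 × 2 design of diet (VEG or MILK) and birth weight (NBW or IUGR) with 9 piglets per group. The authors deposited, for each piglet, raw counts of read pairs per Ensembl pig gene, without normalization, followed by 5 numbers for reads without a gene, with an ambiguous gene, of low alignment quality, not aligned, or aligned to several places. The form of the tables is that of htseq-count. The paper's text does not give the aligner, genome build, annotation release or strand setting of the counting, so no coordinates are given, and a gene that overlaps another on the opposite strand cannot be told to be free of its reads. Of the 31907 gene identifiers, 15029 were matched to a symbol by a table of pig gene names, and other genes are given by identifier.

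Groups, sexes and piglet numbers were taken from the sample labels. Each piglet is 1 library, and no numbers pair piglets across groups, so no replicate block was used. The paper's linear models include litter as a random effect. Litter is not in the labels and was not used here. The total count on genes had a median of 17602395.5 per library and a range of 7936202 to 23027502. The paper left out 3 libraries of low RNA integrity without naming them. The design fixed before the data were examined uses all 36 libraries. The set of 33 libraries, without piglets 202, 210 and 213, was formed afterwards, when the counts of the 4 reported genes in each piglet had also been seen. These 3 libraries are the ones whose share of reads not assigned to a gene stands apart in its group by Dixon's rule (gap over range above 0.493 for 9 piglets). This measure was picked from 5 because it sets apart 1 library in each of the 3 groups that the paper reduced; other measures also set apart piglet 207 of MILK-IUGR. The choice was then compared with Supplementary Fig. S3. The heights of its bars and error bars were measured from the picture, and the difference from the recomputed means and SDs was ranked over all 729 ways to leave out 1 library from each of the 3 groups, under 3 scalings of the counts. That comparison uses the same 4 genes whose changes are reported. Size factors were chosen as the normalization of printed counts after this comparison.

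Counts were tested in R 4.3.3 with edgeR 4.0.16 (TMM scaling, filterByExpr with its minimum count of 10, quasi-likelihood F test) with sex as a covariate. Diet and birth weight were tested in a model without their interaction, and the interaction and the 4 contrasts between groups in 1 model of the 4 group means. Sex and its interactions with diet and birth weight were tested in models with the 4 groups. A gene was called at a Benjamini-Hochberg adjusted p-value under 0.05. The genes to be named, by a rule fixed before the data were examined, were those the paper names, up to 5 genes with the smallest adjusted p-value under 0.05 for diet, birth weight, the interaction and the 4 contrasts, and for sex 3 genes on a sex chromosome and 3 elsewhere, with genes without a symbol given by identifier, at most 2 in each direction. Other genes named were chosen after their values were seen. Alternatives fixed before the data were examined were DESeq2's size factors in edgeR, DESeq2 1.42.0 with and without sex, edgeR without sex, no filter on low counts, at least 10 counts in every piglet, limma 3.58.1 voom with quality weights, 2 surrogate variables from sva 3.50.0, robust empirical Bayes, fits of only the 2 groups compared, averages over the other factor in the model with the interaction, an adjusted p-value under 0.1, and 25 random sets that each leave out 1 piglet from the 3 groups that the paper reduced. Single genes were tested on log2 CPM (prior count of 2) by exact permutation of the 2 groups compared, and for the interaction by 100000 permutations of the residuals of the model without it. PERMANOVA was run in vegan 2.7.1 on log2 CPM. Scores of 8 gene lists were tested with 100000 permutations and adjusted over 24 tests.

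The tests were tested on simulated data with 200 changed genes and the spread of all 36 libraries. This spread was drawn gene by gene and evenly over the piglets, without libraries that stand apart. For MILK-NBW against VEG-NBW, edgeR called 46% of the genes changed 2-fold and 92% of those changed 4-fold, with 3 of 15130 unchanged genes called. DESeq2 called 56% and 96%, with 14 unchanged genes called. For the interaction, edgeR called 18% of 50 genes changed 2-fold and 84% of those changed 4-fold. The median count over the 33 libraries was 71 for CHEK2, 342 for TPRKB, 61 for SLC19A3 and 4 for PLA2G2E, and the share of the spread between piglets that is counting error was not estimated.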

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

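The tests on the library of piglet 210, on the match with the paper's figure and on piglets 202 and 207 were chosen only after the result had been seen, except the test of pineal genes.

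In each group of 9 piglets, the highest or lowest piglet was compared with the others in 5 library measures and in the normalized counts of the 4 reported genes. Of the 36 groups tested, 20 had a piglet far from the others, where chance gives about 1 in 20. Piglet 210 (VEG-IUGR) had the lowest total count, 7936202, and 6513 genes detected, with 0.841% of counts on mitochondrial genes, 64.3% of reads not assigned to a gene and a normalized count of 0 for CHEK2, 0 for TPRKB and 0 for SLC19A3. Piglet 202 (VEG-NBW) had 20793 genes detected, 16.5% of counts in its 10 highest genes, 15.6% on mitochondrial genes, 43.6% of reads not assigned, and normalized counts of 178 for CHEK2 and 966 for TPRKB. Piglet 213 (MILK-NBW) had 8.65% of counts on mitochondrial genes, 31.5% of reads not assigned, and normalized counts of 115 for CHEK2 and 465 for TPRKB. Piglet 207 (MILK-IUGR) had 12.7% of counts in its 10 highest genes and 10.3% on mitochondrial genes. Piglet 222 (VEG-NBW) had a normalized count of 13.2 for PLA2G2E.

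The smaller size of the library of piglet 210 does not account for its few genes, since the other libraries, thinned to its total count, still detected at least 17605 genes. Piglets 202, 210 and 213 may be the libraries that the paper left out for low RNA integrity. Leaving out these 3 ranked 1 of 729 under each of 3 scalings when compared with Supplementary Fig. S3. The integrity numbers of single libraries were not used here, so degradation of RNA was not tested directly, and no biological explanation was tested.

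The library of the female piglet 202 held counts of male-specific genes. Of 16 genes higher in males, 7 had counts in piglet 202, 147 in all, at 1.19 to 4.61% of the male median. Over the 16 genes together its share was 2.40% of the male median, against at most 0.551% in the other 17 females. Background seen in every female library therefore does not explain it. Reads from a male piglet's library could give such counts, but 9 of the 16 genes had none, and whether every gene had the same share could not be told. The lowest share of a male was 88.1%, so the sex labels were not in doubt.

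The interactions between diet and birth weight of the 4 reported genes stood out in two-sided permutation tests over all 36 libraries, with p = 0.00725 for CHEK2, 0.0368 for TPRKB, 0.00061 for SLC19A3 and 0.00034 for PLA2G2E. They were picked by the paper from the same libraries, and 0 of them had an adjusted p-value under 0.05 for the interaction with all 36 libraries in edgeR. Whether chance selection or biology lies behind them cannot be told from these data.

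Sex, which the paper does not discuss for the transcriptome, changed 18 genes with all 36 libraries in edgeR, 16 higher and 2 lower in males. When the sexes were shuffled within each group, 1 of 60 groupings gave as many, the real one itself. EIF1AY (log2 fold change 9.11, adjusted p = 1.15e-16 in edgeR) was placed on a sex chromosome by its symbol. The other 17, KDM5D among them (8.37, adjusted p = 1.59e-17 in edgeR), were not placed, so they may also lie on a sex chromosome. Of these, ENSSSCG00000038249 (9.43, adjusted p = 4.68e-26 in edgeR) had the smallest adjusted p-value. ENSSSCG00000032661 (8.20) and ENSSSCG00000025253 (8.33) came next, each with adjusted p = 1.04e-21 in edgeR. The 2 genes lower in males were ENSSSCG00000049776 (−9.85, adjusted p = 4.67e-15 in edgeR) and ENSSSCG00000044599 (−9.84, adjusted p = 7.70e-15 in edgeR).

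In piglet 207, 11 genes of photoreceptors and the pineal gland, among them CRX, PDC and CNGB3, had their highest expression of all 36 libraries. Their counts there were 20 to 118, and their medians in the other libraries 0 to 38. Pineal tissue in the sample was a candidate explanation. Of 16 other pineal genes with counts, 2 were highest in piglet 207, BSX with 1 count and ARR3 with 3, where chance gives 0.44. Others were above their median without being highest, such as AANAT with 16 counts against 1 and SAG with 15 against 4, which were picked after their values were seen. Most of the 16 were thus not highest there, but this test does not exclude pineal tissue. Depth does not explain the 11 genes, as the total count of piglet 207 ranked 20 of 36. The source of these counts remains open, and the 11 genes were chosen because they stood out in this piglet.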

How the results depend on the processing

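The set of 33 libraries and every fit of it were chosen after seeing the data; the other alternatives were set before the data were examined.

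Diet and birth weight changed 0 genes under every alternative. Over the alternatives set before the data were examined that refit all 36 libraries, the genes at an unadjusted p-value under 0.05 ranged from 146 to 1162 for diet, from 77 to 1371 for birth weight and from 673 to 1708 for the interaction, and the 25 random sets that left out 1 piglet from each of 3 groups gave 0 genes throughout in the 7 results of the 2 × 2 design. For the interaction, all alternatives but 1 gave 0 genes. With 33 libraries and DESeq2 with sex, 2 genes passed, of which 1 was among the 4 reported genes.

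In the contrasts that the paper reports, limma voom with quality weights on all 36 libraries gave 1 gene for MILK-NBW against VEG-NBW and 1 for MILK-IUGR against MILK-NBW, so that 2 of the 4 reported genes passed, where edgeR gave 0 of 4. With 33 libraries, DESeq2 with sex gave 2 genes in each of these contrasts, which are all 4 reported genes; DESeq2 without sex gave 1 and 1, or 2 of 4 reported genes; limma voom with quality weights gave 1 and 1, or 2 of 4; edgeR without sex gave 0 and 1, or 1 of 4; and edgeR with sex, with or without the filter on low counts, gave 0. The limma voom fits and the edgeR fits with the filter on low counts do not test PLA2G2E, so they could not give all 4. VEG-IUGR against VEG-NBW and MILK-IUGR against VEG-IUGR gave 0 genes under every alternative.

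Over all alternatives, the adjusted p-value ranged from 0.0236 to 1 for CHEK2, from 0.0396 to 1 for TPRKB, from 0.00148 to 1 for SLC19A3 and from 0.00931 to 1 for PLA2G2E in the paper's contrasts. The direction was kept in each of these fits, with log2 fold changes from −0.83 to −0.38, from −0.61 to −0.18, from 0.65 to 0.80 and from −3.20 to −2.66, respectively. PLA2G2E is below the filter on low counts, so only the 6 alternatives without that filter test it.

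The genes changed by sex, 18 in the design, numbered 18 with DESeq2's size factors, 22 in DESeq2 with sex, 23 without a filter on low counts, 27 in limma voom with quality weights and 25 with 33 libraries in edgeR. They fell to 0 when at least 10 counts were required in every piglet, a filter that removes genes with few or no counts in 1 sex, whichever it is, so this 0 is set by the filter. For the interaction of sex and diet, DESeq2 with sex gave 1 gene, ENSSSCG00000045767, which had counts in 7 libraries and at most 3 counts in any, so its log2 estimate of 27.43 has no meaning as a fold change. The share of variance by sex rose from 3.17% to 12.7% with the 500 most variable genes and to 13.5% with 33 libraries, past the threshold in both. With a variance stabilising transformation in place of log2 CPM over all 36 libraries, it was 3.13% and did not pass (permutation p = 0.328). The gene list scores passed the adjusted threshold in 0 of 24 tests under each alternative.

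Of all values from alternatives that were compared with those of the design, 620 stayed on the same side of the threshold, 31 were stronger and 1 was weaker. Most of these are numbers of genes that were 0 in the design, or genes far above the threshold, which could not become weaker, so this is no measure of stability. In simulated counts with the spread of all 36 libraries, edgeR called 18% of genes with a 2-fold interaction, and how much of this comes from the number of piglets was not tested. The filter of at least 10 counts in every piglet removes all 4 reported genes, since piglet 210 has 0 counts of each, so it could not call any of them.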

Differences from the paper's values

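The paper reports interactions for 4 genes, and edgeR on all 36 libraries gave 0. None of the alternatives set before the data were examined closed the gap for the interaction, each giving 0. DESeq2 with sex on 33 libraries, chosen after seeing the values, gave 2 genes for the interaction, 1 of them among the 4 reported.

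The paper names 2 genes in MILK-NBW against VEG-NBW, CHEK2 and TPRKB, where edgeR on all 36 libraries gave 0. Of the alternatives set before the data were examined, limma voom with quality weights gave 1, CHEK2, and the others gave 0. One of these, the filter of at least 10 counts in every piglet, does not test any of the 4 reported genes, so it could not give them here, in the other contrast or in the interaction. In MILK-IUGR against MILK-NBW the paper names 2 genes, SLC19A3 and PLA2G2E, and edgeR gave 0. Here limma voom with quality weights gave 1, SLC19A3, and the others gave 0. PLA2G2E is below the filter on low counts. The limma voom fits and the edgeR fits with that filter could therefore not give it, in this contrast or in the interaction. With 33 libraries, a set chosen after seeing the values, DESeq2 with sex gave the same 2 genes as the paper in each contrast. DESeq2 without sex and limma voom with quality weights on the 33 libraries gave CHEK2 and SLC19A3, and edgeR without sex gave SLC19A3. Among 20 other sets of 33 libraries, DESeq2 with sex gave PLA2G2E in 1 set, which left out piglet 213.

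No group mean of the 4 genes over all 36 libraries differed from Supplementary Fig. S3 both by more than 1.5-fold and by more than the larger SD. For TPRKB in VEG-NBW, the mean was 433 normalized counts over 36 libraries against about 380 in Supplementary Fig. S3, measured from the picture.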

Other observations

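The tests of the 3 libraries, of the choice of test and of the choroid plexus were chosen only after the result had been seen; the shuffled groupings and the other sets of libraries were fixed before their results were known.

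With all 36 libraries the reported genes were not called in edgeR. The 3 libraries with a high share of reads not assigned may account for this: without them, DESeq2 with sex called 4 of the 4 genes, against 0 with them. Leaving out other libraries did not have this effect. In 0 of 20 other sets of 33 libraries did DESeq2 with sex call all 4, and 1 set, which left out piglet 213, called 1. Of these sets, 14 left out none of the 3 libraries, 5 left out 1 and 1 left out 2. Each set thus kept at least 1 of the 3 libraries, so the number of libraries alone was not tested. The choice of test also matters, since edgeR with sex called 0 of the 4 without the 3 libraries. When the groups were shuffled within each sex over the 33 libraries, 12 of 40 groupings gave at least as many genes as the 4 that DESeq2 called in the 4 contrasts, the real grouping included, and 1 grouping gave as many as 903. For limma voom with quality weights on all 36 libraries, which called 2 genes, 12 of 60 groupings gave as many. A number of calls this small can therefore not be told apart from what shuffled groups give, whatever the single genes show.

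The numbers of genes at an unadjusted p-value under 0.05 in edgeR with all 36 libraries were set against 100 groupings shuffled within each sex, the real one included. As many or more were found in 83 for diet (190 genes), 63 for birth weight (286), 2 for the interaction (879), 59 for MILK-NBW against VEG-NBW (118), 83 for MILK-IUGR against MILK-NBW (59), 5 for VEG-IUGR against VEG-NBW (1356) and 25 for MILK-IUGR against VEG-IUGR (1142). Over the 33 libraries and 60 groupings, as many or more were found in 31 for diet, 55 for birth weight, 13 for the interaction, 15 for MILK-NBW against VEG-NBW, 18 for MILK-IUGR against MILK-NBW, 54 for VEG-IUGR against VEG-NBW and 33 for MILK-IUGR against VEG-IUGR. For sex by diet, 50 of 60 groupings with the sexes shuffled within groups gave at least the 235 genes found, and for sex by birth weight 57 of 60 gave at least the 137 found.

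The excess of genes between VEG-IUGR and VEG-NBW over all 36 libraries may come from the 3 libraries, since 351 were found without them, but the number was also smaller with all 36 libraries in other fits, with 213 genes when only the 2 groups were fitted, 281 with 2 surrogate variables and 480 in limma voom with quality weights. The weights and surrogate variables can also take up the effect of outlying libraries, so these fits do not tell the 3 libraries from another source. For the interaction, 935 genes were found without them, so the number did not fall, but whether they are the same genes was not tested. Against shuffled groupings it did not stand out any more, as 13 of 60 groupings of the 33 libraries reached it, so a part of the 3 libraries in the excess over all 36 is not excluded.

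Genes of the choroid plexus, a tissue next to the cerebellum, varied widely between libraries. TTR ranged from 1.16 to 1538 CPM, with a median of 16.3. A difference in dissection, rather than diet or birth weight, could be a source. The score of the list did not follow diet (permutation p = 0.678), birth weight (permutation p = 0.978) or their interaction (permutation p = 0.326) over all 36 libraries. The genes of the list moved together with a mean correlation of 0.178 over the 33 libraries and 0.537 over all 36, so the 3 libraries account for part of it, and this explanation could not be told apart from others.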
